A study of Homo sapiens with 6 samples.

How the data were processed

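Total RNA was sequenced from 6 libraries of MDA-MB-231 cells, 3 transduced with an adenovirus coding for ADAR1 p110 and 3 with an eGFP control adenovirus. Per the labels' protocols, libraries were made with a stranded total RNA kit after column extraction of RNA. The authors aligned reads to hg19 with STAR 2.5.2a and counted them per gene with featureCounts 1.5.1, and named DESeq2 1.4.5 in R 3.1 for differential expression, per the submitters' processing notes and the design text. The deposited values are raw, whole-number counts per gene in 1 table of 60461 genes, with gene names, types, coordinates, strand and length per the file headers, and no gene row lacked a name. Whether counting used the strand of the reads, how reads with several alignments were treated, and whether duplicates were removed are not given in the sources used here. Reads of overlapping antisense genes therefore cannot be told apart with certainty, and genes with near-identical copies are uncertain. Coordinates are those of the deposited table.

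Library totals ran from 72741235 to 99589278 counts, and the 18899 genes tested were not subsampled to a common depth. A count of 0 was taken to allow up to 3 counts, or 0.0301 to 0.0412 CPM (read counts scaled to a common library total) depending on the library, a limit of counting error only, since reads without molecular identifiers are not independent molecules. Protein-coding genes took 93.4% to 94.2% of counts and mitochondrial genes 0.0980% to 0.145%. The most abundant single gene, AL139099.5, took 2.04% to 2.52%.

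Groups and replicate numbers were taken from the sample titles, and table columns from the column names quoted in the labels. Genes were kept by the filterByExpr function of edgeR 4.0.16 with its minimum count of 10, scaled by TMM and tested with the quasi-likelihood functions glmQLFit and glmQLFTest in R 4.3.3, with group as the only term. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and an adjusted p under 0.05 was called. A test against a 1.5-fold change used glmTreat. The SE of a log2 fold change was its size divided by the square root of the F statistic. CPM were scaled by TMM, and means are given ± SD over the 3 libraries of a group. The biological coefficient of variation was 8.00%.

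A total of 29 gene lists were tested with camera in limma 3.58.1 on voom-transformed counts, with a preset inter-gene correlation of 0.01, adjusted over the 28 lists with at least 5 tested members. They covered editing enzymes and targets, interferon-stimulated genes, double-stranded RNA sensing, NF-kappaB and inflammation, G1/S, mitosis, DNA repair, p53 targets, integrated stress, unfolded protein, heat shock, immediate early genes, hypoxia and glycolysis, cholesterol and lipid synthesis, mesenchymal and matrix genes, luminal and epithelial genes, leukocytes, fibroblasts and endothelium, the packaging cell line, histones, microRNA processing, splicing, ribosomal proteins, mitochondrially encoded genes, oxidative phosphorylation, small nuclear and noncoding RNAs, apoptosis and adenovirus entry. Camera compares a list with other genes. With the correlation estimated from the data, 2 of the 16 called lists, NF-kappaB and mesenchymal, were still called. Symbols were matched to the table by name or, where absent, by synonym, and PECAM1, RN7SL1, RNU11, RNU12, RPPH1, SCARNA10 and SCARNA2 were not matched.

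The design, lists, alternatives and naming rule were fixed before the data were examined. The rule named ADAR, then the 8 genes with the largest rise and the 8 with the largest fall among called genes with at least 5 CPM in the higher group, complete separation of the groups and a symbol that is not a clone name. For each list it added up to 3 called members with the smallest p, or the most abundant member where none was called. It gave 73 genes, of which 69 were called, and some of them are not reported here. Genes outside the rule are said to have been picked after their values were seen.

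Alternatives were scaling by DESeq2 size factors or by library size alone, no low-count filter, the Wald test of DESeq2 1.42.0, limma-voom, the replicate number as a block, removal of ADAR counts, an estimated correlation for the lists, and leaving out each library in turn. Leaving out ADAR1 p110 replicate 1 and GFP replicate 2 together, and library size alone for the lists, were added after the data were seen. Replicates were compared by a chi-square test of counts, which gave 8.78 to 40.8 per degree of freedom, so no library was a repeat of another. The tests were checked on simulated counts for the 18899 genes with the means and depths of this comparison and 200 changed genes. EdgeR recovered 12% of genes changed 1.2-fold, 90% of those changed 1.5-fold and 100% of those changed 2-fold and 4-fold, and 5.03% of its calls were false. DESeq2 recovered 28%, 96%, 100% and 100% with 8.99% false calls, and limma-voom 10%, 88%, 98% and 100% with 4.52%. Figures were drawn with matplotlib.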

Results

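Gene expression was measured by total RNA sequencing in MDA-MB-231, an established triple-negative breast cancer cell line, after adenoviral delivery of either the p110 form of the RNA editing enzyme ADAR1 or enhanced green fluorescent protein (GFP). ADAR1 converts adenosine to inosine in double-stranded RNA, and p110 is its constitutively expressed, mainly nuclear form. Each of the 2 groups held 3 libraries, made from cells transduced at a multiplicity of infection of 200, with fresh medium at 16 h and RNA extraction at 48 h. The labels call the replicates biological without describing how the cultures were separated, so p-values measure the spread between these libraries. Cells without virus were not analysed here. Total gene counts were 74696405, 98799000 and 76601807 in ADAR1 p110 replicates 1, 2 and 3, and 87759867, 72741235 and 99589278 in the GFP replicates. At these depths a count of 0 allowed up to 0.0301 to 0.0412 CPM (read counts scaled to a common library total), which covers counting error only. Replicates of a group correlated at 0.993 to 0.994 across genes on the log2 CPM scale, genes not being independent replicates, and every pair differed by more than sampling noise.

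The groups separated on the first principal component, which carried 33.1% of the variance. The second component, with 21.8%, set ADAR1 p110 replicate 1 and GFP replicate 2 apart from the other 4 libraries, 1 library from each group. Ribosomal protein genes took 4.30% and 4.33% of counts in those 2 libraries and 4.74% to 4.86% in the others.

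**Figure D1:**
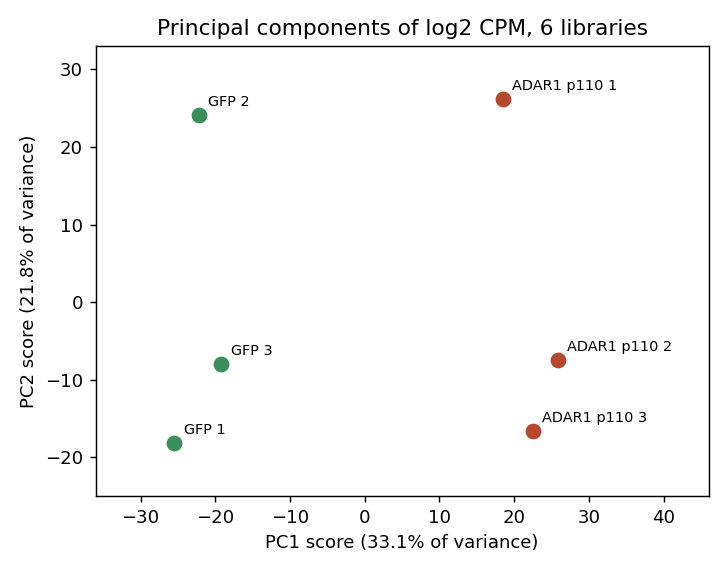
Scores of the 6 libraries on the first and second principal components of log2 CPM, with the share of variance on each axis. ADAR1 p110 libraries (red) and GFP libraries (green) part along the horizontal axis, and ADAR1 p110 replicate 1 and GFP replicate 2 lie at 26.2 and 24.1 on the vertical axis.

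The overexpressed gene was examined first. ADAR (ENSG00000160710.15_3, hg19 chromosome 1, 154554538 to 154600475, minus strand) had 76798, 100028 and 76593 counts in the ADAR1 p110 libraries and 22317, 19729 and 26799 in the GFP libraries. These amounted to 1006 ± 13.2 CPM against 267 ± 8.67 CPM (SD, n = 3 each), a 3.76-fold higher level with a log2 fold change of 1.91 (SE 0.049) and an edgeR adjusted p of 2.67e-09. Counts per gene do not part viral from endogenous transcripts, or p110 from the longer interferon-inducible p150 form. Editing itself was not measured by these counts.

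The comparison asked which transcripts changed when ADAR1 p110 was raised. Genes of the inflammatory response driven by the transcription factor NF-kappaB fell most broadly, with CXCL8 11.8-fold and ICAM1 5.29-fold lower. Of 40 replication-dependent histone genes 15 rose, and of 33 immediate early genes 12 rose, FOS among them, and 2 fell, neither list being called with an estimated correlation (adjusted p = 0.263 for each). A total of 927 of 18899 tested genes changed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Of these, 368 rose and 559 fell, and 862 were protein coding. By estimate, 28 genes rose and 94 fell at least 2-fold, 25 of the 28 having less than 5 CPM in the higher group. A test against a 1.5-fold change was passed by 75 genes, 72 of them lower. The 3 that rose past it were ADAR, FOS and FOXJ1, the last of which lies outside the naming rule and was picked after its values were seen, with 0.386 ± 0.0466 CPM against 0.0499 ± 0.00817 CPM. Without a low-count filter 15 rose and 96 fell past 1.5-fold, and 13 and 75 did without ADAR1 p110 replicate 1 and GFP replicate 2 together, while 2 or 3 rose past it in the other alternatives. Each of the 927 genes had its ADAR1 p110 libraries all above or all below the GFP libraries, as did 24.0% of all tested genes, where chance gives 10%. Scaling by library size alone gave 510 higher and 479 lower genes. The count was 1812 without ADAR1 p110 replicate 1 but 483 and 446 without ADAR1 p110 replicates 2 and 3 in turn. It was 396, 672 and 464 without GFP replicates 1, 2 and 3 in turn. Without the 2 libraries set apart on the second component it was 2605.

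**Figure D2:**
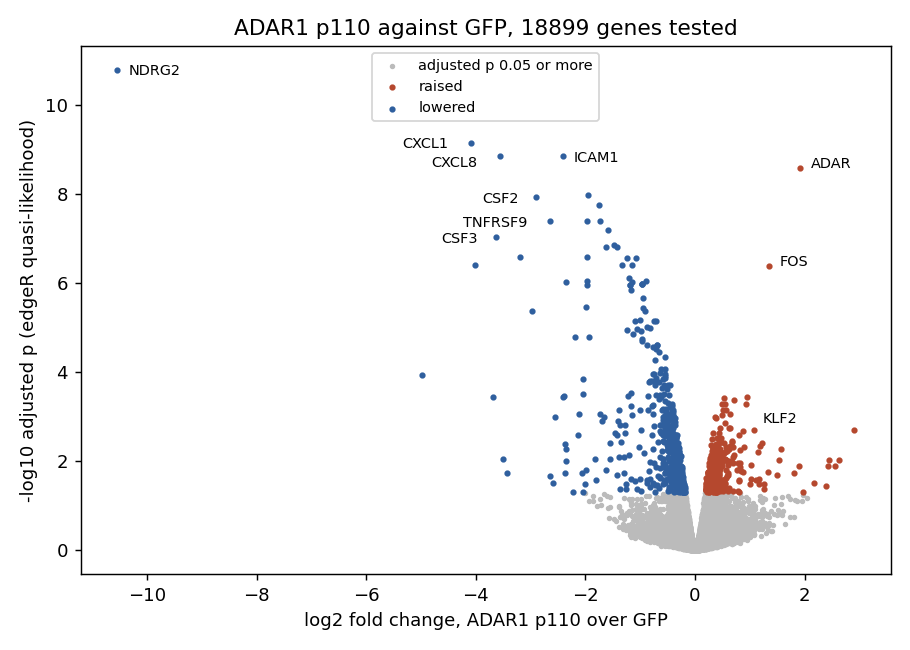
Log2 fold change of ADAR1 p110 over GFP (horizontal axis) against the negative log10 of the edgeR adjusted p (vertical axis) for the 18899 tested genes, with 368 raised genes in red, 559 lowered genes in blue and the others in grey. NDRG2, at -10.54, lies apart from the next falls among genes of the naming rule, CXCL1 at -4.10 and CSF3 at -3.64. That rule asks for at least 5 CPM in the higher group, and some genes outside it fell more than CSF3, such as LTB at -4.01. The steepest fall in the NF-kappaB list, -4.98, also lay outside the rule and exceeded that of CXCL1.

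The steepest fall was in NDRG2, a member of a family of differentiation-related genes. NDRG2 (ENSG00000165795.23_3, hg19 chromosome 14, 21484922 to 21539031, minus strand) had 47410, 35496 and 50665 counts in the GFP libraries and 16, 33 and 38 in the ADAR1 p110 libraries. The corresponding levels were 517 ± 28.6 CPM and 0.346 ± 0.141 CPM (SD, n = 3 each), with a log2 fold change of -10.54 (SE 0.145, edgeR adjusted p = 1.64e-11). Genes picked after their values were seen were its relatives NDRG1 and NDRG3, which had log2 fold changes of -0.02 and -0.12 and did not pass the test, and ARHGEF40. The last overlaps the NDRG2 locus on the other strand, with 16.4% as many counts, and passed at a log2 fold change of -0.42. Gene counts do not show whether either viral vector shares sequence with NDRG2.

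**Figure D3:**
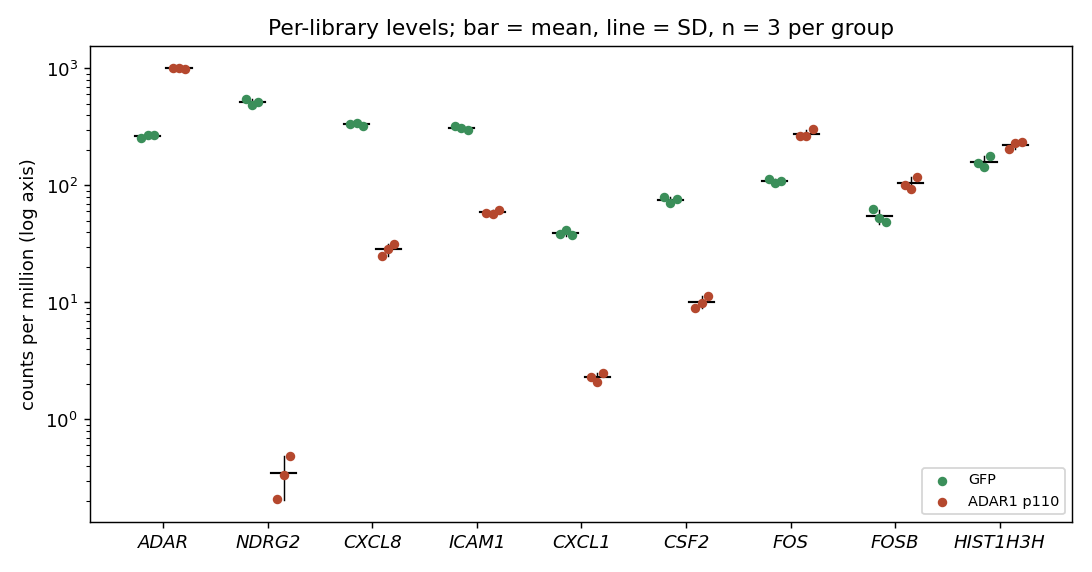
CPM of 9 genes in each library on a log axis, with ADAR1 p110 in red, GFP in green, the group mean as a horizontal bar and the SD as a vertical line (n = 3 per group). The 3 libraries of each group lie apart from those of the other for every gene shown, with the widest gap for NDRG2, at 0.346 against 517 CPM.

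Inflammatory genes controlled by NF-kappaB fell together. Of 32 tested members of a list fixed in advance, 29 fell and none rose (30 and 0 when adjusted over the list alone), and 22 of them fell by at least 2-fold. Chemokines that attract neutrophils were among the largest changes. CXCL8 (hg19 chromosome 4, 74606223 to 74609433) fell from 335 ± 10.6 to 28.4 ± 3.31 CPM (log2 fold change -3.56, SE 0.083, edgeR adjusted p = 1.43e-09), and CXCL1 from 39.4 ± 2.21 to 2.31 ± 0.199 CPM. CXCL3 fell 5.11-fold, the colony-stimulating factors CSF3 and CSF2 fell 12.4-fold and 7.45-fold, and the adhesion molecule ICAM1 fell from 312 ± 12.2 to 59.0 ± 2.83 CPM. CXCL1 and CXCL3 are close paralogs, and reads between them may have been assigned unevenly. TNFRSF9, a costimulatory receptor of the tumour necrosis factor family outside the list, fell 6.25-fold. Among members picked after their values were seen, the cytokine IL6 (log2 fold change -1.58), the NF-kappaB subunits RELB (-1.16) and NFKB2 (-0.96), and the pathway inhibitors NFKBIA (-1.34) and TNFAIP3 (-1.97) fell. The 3 members that did not pass, also outside the naming rule, were IL11 (log2 fold change 0.01), IL24 (-0.25) and CCL5 (0.18). The median log2 fold change of the list was -1.67, and the list was called by camera (adjusted p = 4.65e-63), also with an estimated inter-gene correlation (adjusted p = 0.00726). Of the 28 lists tested, 16 were called. In the other 9 ways of splitting the 6 libraries into 3 and 3, between 3 and 15 lists were called with the preset correlation and 0 with an estimated one. Each group of those splits held both treatments, so these numbers do not show what chance alone gives.

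Regulators of apoptosis shifted in the same direction, with 14 of 35 genes lower and none higher (16 and 4 when adjusted over the list alone). BIRC3 and BIRC2, inhibitors of apoptosis that also act in NF-kappaB signalling, fell by 1.96 and 0.54 on the log2 scale, and TNFSF10, the death ligand TRAIL, fell by 0.88, from 228 ± 7.66 to 124 ± 9.31 CPM. BIRC3 also belongs to the NF-kappaB list, and 13 genes fell without it. The list median was -0.13, and camera called it (adjusted p = 1.24e-08), but not with an estimated correlation (adjusted p = 0.0748). Targets of p53 were not called (camera adjusted p = 0.0958), except without ADAR1 p110 replicate 2, with adjusted p between 0.0358 and 0.331 over its alternatives. Within that list of 27 genes, 4 fell and 1 rose (4 and 2 when adjusted over the list alone). The cell cycle inhibitor CDKN1A fell from 159 ± 6.64 to 82.3 ± 4.92 CPM, and the death receptors FAS and TNFRSF10B, shared with the apoptosis list, fell by 0.55 and 0.39 on the log2 scale. FAS overlaps ACTA2, with 19.9% as many counts, and TNFRSF10B overlaps RHOBTB2, with 9.65%, each on the other strand.

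Interferon-stimulated genes changed little. Of 42 tested, 6 fell and none rose (7 and 0 when adjusted over the list alone), with a median log2 fold change of -0.07, or -0.04 with library size alone or without GFP replicate 1. The antiviral genes MX1, XAF1 and OAS3 had log2 fold changes of -0.49, -0.48 and -0.44 (edgeR adjusted p = 0.00112, 0.00162 and 0.00191). Sensors of double-stranded RNA and their adaptors gave 4 lower genes of 24 and none higher (5 and 0 when adjusted over the list alone), with a median of -0.10. These were the kinase IKBKE, at 45.5 ± 1.92 against 80.7 ± 3.81 CPM, the adaptors TRAF3 (-0.33) and TICAM1 (-0.40, picked after its values were seen), and DDX58, the sensor RIG-I (-0.31), whose call was lost without GFP replicate 1 or 3. Camera called the interferon and sensor lists (adjusted p = 0.0033 and 0.000465), but neither with an estimated correlation (adjusted p = 0.331 and 0.0781).

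Immediate early genes, transcribed within minutes of growth factor or stress signals, moved both ways, with 12 of 33 higher and 2 lower (15 and 4 when adjusted over the list alone). FOS rose from 109 ± 4.43 to 278 ± 22.7 CPM (log2 fold change 1.35, SE 0.065, edgeR adjusted p = 4.18e-07). FOSB rose 1.9-fold and the transcription factor KLF2 2.1-fold, while IER3 fell by 0.95 on the log2 scale and DUSP5, picked after its values were seen, fell by 0.41. FOSB overlaps ERCC1 on the other strand, with 101% as many counts, and the strand setting of the counting was not stated. The list median was 0.24, but 0.12 without ADAR1 p110 replicate 1 and 0.14 without ADAR1 p110 replicate 3, and camera called the list (adjusted p = 7.11e-05), but not with an estimated correlation (adjusted p = 0.263). Beyond the lists, the largest rises by the naming rule were in LINC02029 (log2 fold change 0.95), PRR7 (0.87), C4orf48 (0.77) and ID1 (0.72), the last an inhibitor of basic helix-loop-helix transcription factors. Calls of PRR7 were lost without any of ADAR1 p110 replicates 2 and 3 and GFP replicates 1 and 3, and that of C4orf48 without ADAR1 p110 replicate 2 or 3. LINC02029 and PRR7 overlap antisense genes that held 50.5% and 31.5% as many counts.

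Replication-dependent histone genes are transcribed in S phase. Of 40 tested, 15 rose and none fell (32 and 0 when adjusted over the list alone), and their median log2 fold change was 0.34. HIST1H3H rose from 160 ± 17.9 to 223 ± 17.6 CPM, HIST1H3J from 34.3 ± 4.86 to 53.7 ± 0.647 CPM and HIST1H2BM from 8.10 ± 1.30 to 13.1 ± 0.948 CPM. Histone genes took 0.685%, 0.713% and 0.732% of counts in ADAR1 p110 replicates 1, 2 and 3, and 0.573%, 0.485% and 0.625% in the GFP replicates, with the lowest share in GFP replicate 2, set apart on the second component. Members of this family are near-identical, so the split of reads between single histone genes is uncertain. Camera called the list (adjusted p = 8.87e-21), but not with an estimated correlation (adjusted p = 0.263).

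Genes of mitosis showed a small upward shift, with 4 of 54 higher and 1 lower (17 and 1 when adjusted over the list alone) and a median log2 fold change of 0.13. The cytokinesis gene ANLN (0.25) and the centromeric histone gene CENPA (0.34) rose and the spindle gene CKAP2L fell (-0.26), with PLK1 and KIF20A, picked after their values were seen, also higher at 0.27 and 0.28. The list of G1/S and DNA replication gave 5 higher and 1 lower of 52 (11 and 1 when adjusted over the list alone), with a median of 0.07. Its named members were GINS1 (0.29) and the transcription factor gene E2F1 (0.28), which rose, and the phosphatase gene CDC25A (-0.29), which fell. DNA repair genes gave 3 higher and none lower of 65 (3 and 0 when adjusted over the list alone), namely XPC (0.32), MRE11 (0.22) and H2AFX (0.51), which encodes a histone variant. Camera called the 3 lists (adjusted p = 2.66e-13, 9.13e-05 and 0.0122), but none with an estimated correlation (adjusted p = 0.183, 0.383 and 0.331), and the repair list was lost without ADAR1 p110 replicate 3. The calls of CENPA, CKAP2L, E2F1 and XPC were each lost in 5 of the 6 fits that left out a library, those without ADAR1 p110 replicates 2 and 3 and each GFP replicate. Calls of H2AFX and MRE11 were lost in 4, those of ANLN and CDC25A in 3 and that of GINS1 in 2, GFP replicates 1 and 3 being among them for each. CENPA overlaps SLC35F6, XPC overlaps LSM3 and MRE11 overlaps ANKRD49, which held 152%, 374% and 38.2% as many counts, so reads at these loci may have been assigned unevenly.

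**Figure D4:**
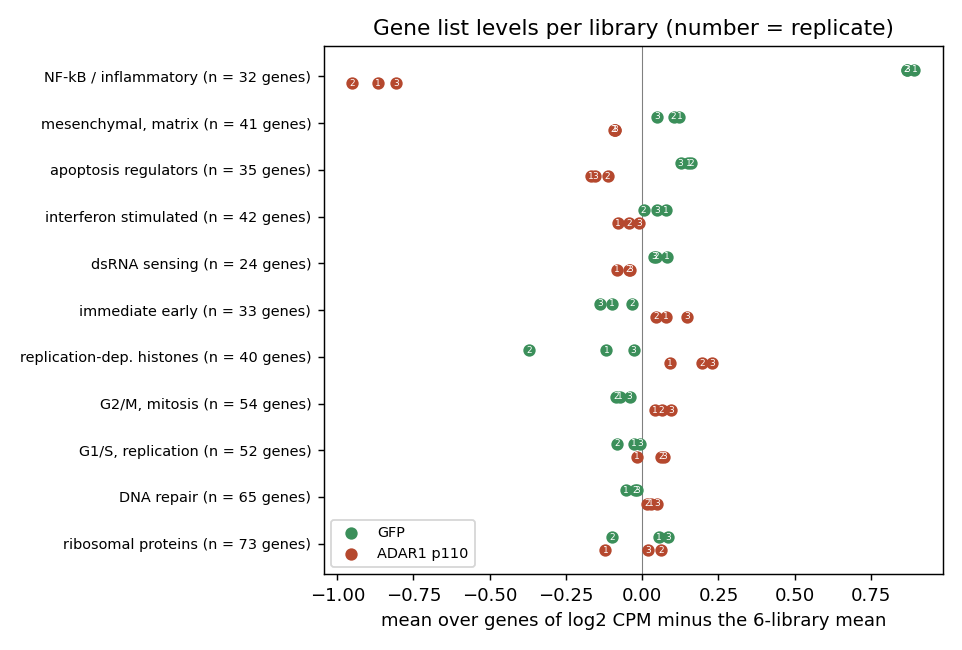
Level of 11 gene lists in each library, as the mean over tested genes of log2 CPM minus the mean of the 6 libraries (horizontal axis), with replicate numbers inside the points, ADAR1 p110 in red and GFP in green. The NF-kappaB list lies between -0.951 and -0.807 in the ADAR1 p110 libraries and between 0.867 and 0.892 in the GFP libraries, a wider gap than in the other lists shown.

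Genes of the mesenchymal state and the extracellular matrix were lower, with 13 of 41 lower and none higher (15 and 1 when adjusted over the list alone) and a median log2 fold change of -0.15. Among them the collagenase gene MMP1 fell from 52.7 ± 3.31 to 32.0 ± 0.876 CPM. This list was called by camera (adjusted p = 6.18e-11), also with an estimated correlation (adjusted p = 0.0179). Of 18 luminal and epithelial genes, 3 rose and none fell (5 and 0 when adjusted over the list alone), namely CDH1, encoding E-cadherin, at 4.15 ± 0.241 against 2.80 ± 0.0845 CPM, SPDEF (log2 fold change 0.28) and ESRP2 (0.47). The calls of these 3 genes were lost without ADAR1 p110 replicate 3 or GFP replicate 3, that of SPDEF also without GFP replicate 1, and that of ESRP2 also without ADAR1 p110 replicate 2 or GFP replicate 1 or 2. ESRP2 overlaps NFATC3 on the other strand, with 640% as many counts. Genes for adenovirus entry gave 2 lower of 10 (2 when adjusted over the list alone), the integrin subunits ITGB3 (-0.43) and ITGAV (-0.31). Both also belong to the mesenchymal list and are counted among its 13 lower genes. Both calls were lost without ADAR1 p110 replicate 3 or GFP replicate 1, that of ITGAV also without ADAR1 p110 replicate 2. Camera called the luminal and entry lists (adjusted p = 0.00216 and 0.00381), but not with an estimated correlation (adjusted p = 0.261 for each).

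Markers of other cell types were low or little changed. Of 7 tested fibroblast and endothelial genes, KDR fell from 10.1 ± 0.410 to 7.39 ± 0.274 CPM, and camera called the list (adjusted p = 0.0163), but not with an estimated correlation (adjusted p = 0.238) or without a low-count filter, ADAR1 p110 replicate 2 or GFP replicate 3. Of 7 leukocyte genes, LAPTM5 fell from 70.4 ± 3.28 to 52.8 ± 3.35 CPM, and the list was not called (camera adjusted p = 0.152). Adjusted over the list alone, 1 fibroblast or endothelial gene was lower, and 2 leukocyte genes were lower and 1 higher. Of the markers of the kidney line in which adenovirus is grown, 4 were tested, too few for camera, and none passed. IGF2BP3, with the highest level, had 55.7 ± 3.77 against 60.8 ± 1.96 CPM. Its edgeR adjusted p was 0.3, and it passed without ADAR1 p110 replicate 1, alone or together with GFP replicate 2, with adjusted p between 0.0327 and 0.607 over its alternatives. It overlaps MALSU1, with 50.3% as many counts.

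Stress and metabolic lists held few changed genes. The unfolded protein response gave 3 lower of 27 (3 when adjusted over the list alone), the sensor ERN1 (log2 fold change -0.62), the chaperone HSPA5 (-0.39) and HYOU1 (-0.19), with a list median of -0.10. Mitochondrially encoded genes gave 1 lower of 13, MT-ND4 (-0.30), and 5 lower when adjusted over the list alone, with a median of -0.23. Of 27 cholesterol and lipid synthesis genes, 3 rose (4 when adjusted over the list alone), FASN (0.33), TM7SF2 (0.43) and INSIG1 (0.36). Camera called these 3 lists (adjusted p = 5.91e-06, 2.06e-05 and 0.0267), but none with an estimated correlation (adjusted p = 0.0734, 0.314 and 0.383), and the cholesterol list was lost without ADAR1 p110 replicate 2 or 3 or GFP replicate 3. Calls of HYOU1 and MT-ND4 were lost without any library but ADAR1 p110 replicate 1, that of INSIG1 without ADAR1 p110 replicate 2 or 3 or GFP replicate 1 or 3, and that of FASN without GFP replicate 1, and HYOU1 also lost its call with library size alone. TM7SF2 overlaps VPS51 and MT-ND4 overlaps MT-ND4L, which held 926% and 34.4% as many counts.

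Lists of the integrated stress response, hypoxia and glycolysis, and heat shock were not called (camera adjusted p = 0.477, 0.633 and 0.635). The first held GDF15, which fell from 13.0 ± 1.10 to 6.48 ± 1.14 CPM, and DDIT4 and the amino acid transporter SLC7A5, which rose by log2 fold changes of 0.32 each, 3 of 36 genes in all (3 higher and 2 lower when adjusted over the list alone). It passed without ADAR1 p110 replicate 1, alone or together with GFP replicate 2, and SLC7A5 lost its call without GFP replicate 1. In the second, the glucose transporter SLC2A1 (0.32) and ANKRD37 (0.39) rose and P4HA2 (-0.28) fell, of 34 tested (2 higher and 1 lower when adjusted over the list alone), and ANKRD37 lost its call without ADAR1 p110 replicate 3 or GFP replicate 1 or 3, P4HA2 without ADAR1 p110 replicate 2 or GFP replicate 1. ANKRD37 overlaps UFSP2 and P4HA2 overlaps PDLIM4, with 394% and 36.4% as many counts. In the third, HSPA6 (0.80, 1.09 ± 0.138 against 0.623 ± 0.0651 CPM) passed, of 23 tested (0 when adjusted over the list alone), and lost its call with limma-voom, without any 1 library and without ADAR1 p110 replicate 1 and GFP replicate 2 together. The median of that list, -0.03 and between -0.0431 and -0.00857 over its alternatives, and its mean, 0.02, differed in sign.

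RNA editing and processing genes other than ADAR changed little. Among 12 tested editing enzymes ADAR passed (1 when adjusted over the list alone), and the list was not called (camera adjusted p = 0.635), its median of -0.09 and mean of 0.08 differing in sign. Among 25 genes known as editing targets, the protease gene CTSS fell 2.01-fold and METTL7A rose (log2 fold change 0.32), as they did when adjusted over the list alone, and the list was not called (camera adjusted p = 0.633). The call of METTL7A was lost without ADAR1 p110 replicate 2 or any GFP replicate. Of 46 splicing and RNA-binding genes CELF1 rose (0.21), with 0 passing when adjusted over the list alone, and lost its call without any library but ADAR1 p110 replicate 1. CELF1 overlaps NDUFS3 on the other strand, with 36.5% as many counts. The splicing list and those of microRNA processing, oxidative phosphorylation and small nuclear and noncoding RNAs were not called (camera adjusted p = 0.424, 0.0864, 0.957 and 0.633). In the last 3 no gene of 21, 51 and 17 passed, overall or when adjusted over the list alone. Their genes with the highest levels were DDX5, ATP5A1 and RN7SL2, at 660 ± 24.5 against 702 ± 20.9, 823 ± 46.9 against 837 ± 30.6, and 11355 ± 1739 against 11586 ± 966 CPM. The list of ribosomal protein genes was not called (median log2 fold change -0.02, camera adjusted p = 0.439). It passed without ADAR1 p110 replicate 1, ADAR1 p110 replicate 2 or GFP replicate 2, with adjusted p between 3.67e-05 and 0.906 over its alternatives, and its median changed sign among them. This list and that of oxidative phosphorylation moved with the second principal component. The oxidative phosphorylation list was lowest in the 2 libraries set apart on the second component, at -0.07 and -0.06 on the log2 scale around the mean of the 6 libraries. In the 26 list directions without an edgeR call, up to 4 genes of a list reached an unadjusted p under 0.05, and DESeq2 called at most 1 and limma-voom 0. The microRNA processing list passed without ADAR1 p110 replicate 1, alone or together with GFP replicate 2, or without a low-count filter, and the small nuclear list without GFP replicate 3.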

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

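The fit that left out ADAR1 p110 replicate 1 and GFP replicate 2 together, and library size alone for the lists, were chosen after the data were seen. ADAR kept its direction and call in every alternative that held it, with a log2 fold change between 1.89 and 1.94. Of the 927 changed genes, 920 were shared with DESeq2 size factors, 847 with library size alone, 894 with the DESeq2 Wald test (1245 called of 14886 genes with an adjusted p) and 906 with limma-voom (958 called). Without a low-count filter 1553 genes changed and 742 rose, 917 being shared, with 34005 genes tested. Leaving out 1 library in turn gave 396 to 1812 changed genes, 100 to 795 raised and 296 to 1017 lowered, the lowest without GFP replicate 1 and the highest without ADAR1 p110 replicate 1. Without ADAR1 p110 replicate 1 and GFP replicate 2 together, 2605 changed, 1181 rose and 1424 fell, 905 being shared. The cause of these shifts was not tested, beyond the fewer libraries in a fit. The count past 1.5-fold stayed between 58 and 111 over all alternatives, but its raised part, 3 genes, became 15 without a low-count filter and 13 without ADAR1 p110 replicate 1 and GFP replicate 2 together. With an estimated correlation 2 lists were called in place of 16. The preset value of 0.01 lay below most estimates, such as 0.673 for histones. The unfolded protein and sensor lists lost their calls with estimates below it, at 0.00836 and -0.0105. The unadjusted camera p of these 2 lists rose from 1.27e-06 to 0.00787 and from 0.000166 to 0.014. A correlation above the preset value is therefore argued against as the reason for these 2 losses. The reason for the losses was otherwise not tested. In the other alternatives 14 to 19 lists were called.

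The replicate numbers did not pair the libraries: deviations from the group means correlated at -0.11, -0.03 and 0.04 for numbers 1, 2 and 3, and no ADAR1 p110 library correlated best with the GFP library of its number. The fit with the replicate block gave 508 changed genes, 175 raised and 333 lowered, and 65 past 1.5-fold, and 19 of the 69 called named genes missed the threshold in it. Of those 69 genes, 42 kept their call in every alternative, and none of the 69 and no called list changed direction. Simulated 1.2-fold changes were mostly missed at this depth and replication, with 12% recovered, so small changes are undercounted.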

Other observations

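The tests of NDRG2, of the NF-kappaB list, of the histone list without 2 libraries, of the S-phase share and of RNA without tails were chosen after the results were seen, as were the genes of the next 2 paragraphs, while the other splits of the libraries were set beforehand.

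Some genes picked by hand were lower with ADAR1 p110, without a test of them as a set. They include the complement genes C3 (21.0 ± 1.32 to 5.39 ± 0.831 CPM) and CFB (log2 fold change -1.93), the serum amyloid genes SAA1 (-1.24) and SAA2 (-1.63), which are close paralogs, and SERPINA1 (-0.78). Others were LTB (-4.01), CD83 (-1.43), TNFSF15 (-1.17), TNIP1 (-0.89), TNIP3 (-2.04), NFKBIE (-0.72) and ZC3H12A (-1.74), and TAP1 (-0.50), CIITA (-0.62), IRF1 (-0.46) and HLA-B (-0.31), while B2M (-0.15) did not pass. IFNB1 had 0 counts in every library, below the limit of 0.0412 CPM or less that each depth allows, and IFNL1 had 0, 1 and 0 counts in the ADAR1 p110 libraries and 8, 3 and 2 in the GFP libraries.

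Single genes picked in the same way that were higher include SREBF1 (log2 fold change 0.37), CCND1 (0.33) and VIPR1 (0.53), and at low levels FOXJ1, which had 30, 33 and 33 counts against 5, 3 and 5, and DRC3 (1.33), LRRC23 (0.81) and TTC30B (0.68), with levels of 5.62 CPM or less. The microRNA genes MIR23A (1.16) and MIR27A (1.54), neighbours in 1 cluster, were higher at 1.84 ± 0.693 and 2.21 ± 0.857 CPM. Zinc finger genes with ZNF names, 456 of them tested, gave 3 higher and 5 lower, with a median of 0.01.

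The loss of NDRG2 counts stands apart from the other changes by its size. Reads of neighbouring genes are argued against, since the largest fall of a tested gene within 30 kb was -0.42, in ARHGEF40. An exchange of reads with related genes is argued against by the sum of NDRG1 to NDRG4, which itself was lower with a log2 ratio of -1.62. Gene counts cannot tell whether the control virus carries part of the NDRG2 sequence, which stays open beside a change of the endogenous gene, since reads along the gene would be needed.

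The fall of the NF-kappaB list may reflect ADAR1 p110 or another property of the virus stocks. Scaling, which moves every gene alike, is argued against, as the median log2 fold change of the list lay apart from that of the other tested genes by -1.67, and so is a single deviating library, as the list median was -1.54 or lower without each library in turn. Interferon-stimulated genes, which viral particles can also induce, had a median of -0.065. A difference between the stocks other than ADAR1 cannot be told apart from ADAR1 itself, because each group received 1 virus, and without untransduced cells it is open whether GFP virus raised these genes or ADAR1 p110 lowered them.

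The rise of the histone list was tested against the difference that sets ADAR1 p110 replicate 1 and GFP replicate 2 apart. Without those 2 libraries the list median was 0.28, with every remaining ADAR1 p110 library above every remaining GFP library, which argues against it as the whole cause. A larger share of cells in S phase may contribute and cannot be told apart, since the G1/S and replication list had a median of 0.074, between the bounds set for and against. A change in the recovery of RNA without poly(A) tails is argued against as the cause in the main fit. There the small nuclear and noncoding list, whose RNAs mostly lack tails, had a median of -0.12. No member was above 0.207, under the histone list median of 0.34. Over the alternatives the small nuclear median changed sign, from -0.288 to 0.042, and the histone median ran from 0.248 to 0.412. The small nuclear list also varied within a group, from -0.170 to 0.214 in the GFP libraries on the log2 scale around the mean of the 6 libraries, which weakens this test. These RNAs also differ from histone RNAs in length and structure.

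Only 10 splits of the 6 libraries into 3 and 3 exist, so a share under 0.1 cannot be reached. The real split alone, 1 of 10, gave as many changed genes (927, highest other 0), raised genes (368, highest other 0), lowered genes (559, highest other 0), genes past 1.5-fold (75, highest other 0) and called lists (16, highest other 15). In the other 9 splits, edgeR gave 205 to 1598 genes at an unadjusted p under 0.05, DESeq2 called up to 154 and limma-voom 0. With an estimated correlation the other splits called 0 lists and the real split 2, while with the preset correlation the other splits called 3 to 15. Each of those splits set unequal numbers of ADAR1 p110 and GFP libraries against each other, so part of the treatment contrast remained. Their calls therefore cannot be divided between that remainder and the preset correlation. Each group of those splits also held libraries of both treatments, so the treatment difference added to the spread within groups. Their counts of 0 therefore do not show what chance alone would give.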
